# Se-methylselenocysteine inhibits inflammatory response in an LPS-stimulated chicken HD11 macrophage-like cell model through the NFKB2 pathway

**DOI:** 10.3389/fvets.2024.1503436

**Published:** 2025-01-08

**Authors:** Min Yao, Binyu Wang, Zitong Li, Suqing Wu, Bingyu Zhao, Ning Sun, Huiping Xiao, Jianwu Wang, Guoping Liu, Tinghua Huang

**Keywords:** se-methyselenocysteine, inflammatory response, HD11, NFKB2, chicken

## Abstract

Among the various sources of selenium supplementations, the Se-methylselenocysteine (SeMC) is a natural organic selenium compound that has been demonstrated to have multiple advantages in terms of metabolism efficiency and biosafety in animals. Nevertheless, the genome-wide impact of SeMC on gene transcription remains to be elucidated. In this study, we employed an LPS-stimulated chicken HD11 macrophage-like cell model to identify the principal transcription factors involved in transcriptome regulation responsible for SeMC treatment. RNA-seq identified 3,263 transcripts that exhibited a statistically significant differential expression between the SeMC-treated group and the control group and 1,344 transcripts that exhibited a statistically significant differential expression between the LPS + SeMC- and LPS-treated groups (FDR < 0.05, FDR > 1.5). The bioinformatic analysis identified six transcription factors (NFKB2, RFX2, E2F5, ETV5, BACH1, and E2F7) as potential candidate genes for transcriptome regulation in SeMC-treated HD11 cells. Subsequent experimental verification demonstrated that SeMC suppressed the inflammatory response in an LPS-stimulated chicken HD11 cell model via the TXN2—NF-κB pathway. The administration SeMC was observed to reduce the production of ROS as well as the transcription and translation of inflammatory cytokines in both cell culture and *in vivo* animal studies. One candidate pathway by which SeMC exerts its effects is through the targeting of the transcription factor, NFKB2, by selenoprotein TXN2. This study identified key transcription factors and revealed one of the potential mechanisms through which SeMC exerts its anti-inflammatory effects from the perspective of transcriptional regulation.

## 1 Introduction

Selenium supplementation improves antioxidant capacity of cells in patients with coronary artery disease by increasing GPX-1 protein activity (1). Se-methylselenocysteine (SeMC) is a natural organic selenium source for humans and animals. It has higher bioavailability and is safer than inorganic selenium, such as sodium selenite (2). It has been demonstrated that 80% of the natural selenium found in allium species such as onion, leek, garlic, ramps, and brassica species including broccoli, radish, Brussels sprouts, cabbage, and milk vetch exists in the form of SeMC (3). Initially, SeMC was demonstrated to have cancer preventive activity (4). *In vitro* experiments have demonstrated that the anticancer mechanism of SeMC may be attributed to the induction of DNA fragmentation and apoptosis to the cancer cells (5, 6). In addition, SeMC may exert anticancer effects by inhibiting cell growth via PI3-K and its downstream effector molecules in tumor cells (7). Other studies demonstrated that SeMC enhanced the phosphorylation of AKT and glycogen synthase kinase 3β and protected cells from excessive oxidative stress by stimulating an antioxidant response (8). Moreover, the metabolism production of SeMC, namely, methylseleninic acid, has been demonstrated that can elevate REDD1 and inhibit prostate cancer cell growth (9, 10).

Recent studies have demonstrated that the SeMC has anti-inflammatory properties. SeMC has been demonstrated to reduce the nuclear translocation of the p65 and p50 subunits of nuclear factor-NF-κB (NF-κB) and diminish the phosphorylation of mitogen-activated protein kinases (MAPKs), including p38, MAPK, and c-Jun in a LPS-treated RAW 264.7 macrophage-like cell model (11). In addition, SeMC was observed to suppress the RNA levels of iNOS, TNF-*α*, IL-1β, IL-6, COX2, and MMP-9 in LPS-activated RAW 264.7 cells (12).

SeMC has been demonstrated to possess remarkable antioxidant, antitumor, and immunomodulatory properties. Nevertheless, there is a paucity of research examining the transcription factors that SeMC may potentially target. The aim of the present study is to identify transcription factors regulated by SeMC in an inflammatory cell model using RNA-seq and a newly developed bioinformatics tool, the Jinzer/Flaver suite (13, 14). The rationale of the study was to establish a correlation between the gene expression levels with transcription factor binding sites. Flaver software (13, 14), which implements weighted Kendall’s tau statistics, was employed to identify the principal transcription factors within each sample. The method implemented in Flaver allows for testing the significance of the correlation between the rank orders of genes within the gene set and their corresponding rank orders within the gene list. These findings will contribute to the further investigation of the anti-inflammatory properties of SeMC in chickens.

## 2 Materials and methods

### 2.1 Chemicals and reagents

The RPMI 1640 medium (11875085), fetal bovine serum (FBS, A3161001C), and penicillin–streptomycin (15140148) were purchased from Gibco™ (Gaithersburg, United States). The chicken serum (CS, S9080), protease inhibitor cocktail MIX (IKM1201), and phosphatase inhibitor cocktail MIX II (IKM1070) were purchased from Solarbio Life Science (Beijing, China). The MiniBEST Universal RNA Extraction Kit (9767), PrimeScript^™^ RT Reagent Kit (RR037A), and TB Green^®^ Premix Ex Taq^™^ II FAST qPCR kit (CN830A) were purchased from Takara (Beijing, China). The reactive oxygen species detection kit (S0033S), lipopolysaccharide (LPS) of *E. coli* serotype O55:B5 (ST1470), and protein A/G magnetic beads (P2179S) were bought from Beyotime Biotechnology (Shanghai, China). The enzyme-linked immunosorbent assay (ELISA) kits for interleukin-1β (IL-1β, J25734), interleukin-6 (IL-6, J25788), tumor necrosis factor-*α* (TNFα, J25759), and cyclooxygenase-2 (COX2, J26986) were purchased from Giled Biotechnology (Wuhan, China). The anti-NFKB2/p52 rabbit antibody (113157) was obtained from NovoPro (Shanghai, China). The SeMC (26046-90-2) was purchased from LKT Laboratories, Inc. The shRNA for NFKB2 was designed using the BLOCK-iT™ RNAi Designer from Thermo Fisher (5′-GCTGTGATCAAGCAGCTAATT-3′).

### 2.2 Cell culture

The chicken HD11 macrophage-like cells were kindly provided by Dr. Jiao Song (College of Life Science, Yangtze University). The HD11 cells were cultured in RPMI 1640 complete medium (containing 8% of FBS, 3% of CS, and 1% of penicillin–streptomycin), kept at 41°C in 5% CO_2_, and passaged every 3 days at a ratio of 1:3. Approximately 12 h before challenging, HD11 cells were seeded into 6-well cell plates at a concentration of 2 × 10^6^ cells per well in RPMI 1640 containing 100 μM SeMC, and the concentration of SeMC has been verified to be fit for cell viability (Supplementary Figure S1). The cells were stimulated with 100 ng/ mL lipopolysaccharide for 6 h, washed, and further lysed with 1 mL TRIzol reagent or 200 μL IP lysis buffer. The samples for RNA-seq experiment and pull-down mass spectrometry analysis were collected from four treatment groups with three replicates for each group, namely, the SeMC+PBS, SeMC+LPS, LPS, and Control (PBS). Samples for the assessment of reactive oxygen species (ROS) assays were collected from seven treatment groups, namely, the SeMC, LPS, SeMC+LPS, LPS+shRNA, SeMC+shRNA, SeMC+LPS+shRNA, and Control (PBS). The shRNA lentivirus for NFKB2 was transfected to HD11 cells in accordance with the manufacturer’s instructions.

### 2.3 Animals and sample collection

The animal experiments conducted in this study were performed in accordance with the Regulations for the Administration of Experimental Animals, as issued by the Science and Technology Commission of China (NO. 2006-398). Furthermore, all procedures involving animals were approved by the Animal Ethics Commission of Yangtze University (Jingzhou, Hubei, China). A total of 80 healthy 1-day-old white leghorn chickens (40 male and 40 female) with similar body weights were managed with the following method. The relative humidity was consistently maintained at 40–60%. The temperature within the feeding room was maintained at 32–34°C, with weekly reductions of 2°C until it reached the final range of 22–24°C. The facility was cleaned out every day, maintained in a hygienic condition, with waste products removed daily, and the air supply in the house was kept fresh. The experimental period spanned 21 days, during which the chickens were fed a standard chicken diet (in accordance with the NY/T33-2004 standard, as outlined in Supplementary Table S1) from day 1 to day 7. On the seventh day, the chickens were randomly divided into four groups with 20 replicates (10 male and 10 female). The first group (Control) was fed with a standard diet, the second group (LPS) was fed with a standard diet plus injection of 1 mg/kg body weight LPS intraperitoneally at day 21st, the third group (SeMC) was fed with a standard diet containing 0.3 mg/kg SeMC, and the last group (SeMC + LPS) was fed with a standard diet containing 0.3 mg/kg SeMC, plus an injection of 1 mg/kg of body weight of LPS intraperitoneally on day 21st. After challenging for 12 h, 6 mL of blood was harvested from the wing vein of the birds. A total of 3 mL of the collected blood samples were injected into an anticoagulant tube containing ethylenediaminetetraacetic acid for RNA extract. An addition of 3 mL of blood samples could be permitted to coagulate, after which the serum was separated by centrifugation at 4°C and 2,000× g for 10 min. It was then stored in a refrigerator at −80°C for further ELISA.

### 2.4 High-throughput sequencing and identification of differentially expressed genes

The cells were lysed with 1 mL TRIzol reagent and subsequently snap-frozen in liquid nitrogen. They were then sent to the DNA facility with dry ice for RNA-seq. The sequencing libraries were prepared using the Illumina TruSeq RNA Sample Preparation Kit, following the manufacturer’s instructions (Illumina Inc., United States). Approximately 10 μg of total RNA from each sample was used for library construction and RNA sequencing. The sequencing was conducted on an Illumina HiSeq 2500 (Illumina Inc., United States) using the single-read sequencing protocol. The data were filtered to obtain clean reads and remove low-quality reads present in the raw reads, in accordance with the recommendations of the manufacturer. Hisat2 (15) was employed to map the clean reads to the reference genome (GRCg7b), which was extracted from the NCBI genome database (16). The estimated read reads count per gene was calculated using HTSeq (17) and used for the comparison of gene expression differences among samples. The limma R package (18) was employed for the calculation, and the criteria for differentially expressed genes were set as a false discovery rate (FDR) < 0.05 and a fold change (FC) > 1.5. All data discussed in this study have been deposited in the NCBI GEO database (19) under the accession number GSE278197 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE278197).

### 2.5 The identification of the key transcription factors playing roles in the transcriptome

The FC and FDR values for genes detected by RNA-seq were converted into RANK values (raw score of differential expression, RDE) in the ranked gene list using Equation 1 as recommended by Flaver’s method (13) which was specified by Formula (1). The FC represented the fold change of gene, and FDR summarized the false discovery rate of genes between samples. A total of 1,575 position weight matrices (PWMs) for TFs were collected from Jaspar (20) and HOCOMOCO (21) databases. The chicken genome sequence was obtained from the NCBI’s FTP site. Run Jinzer software (14) with the PWMs and the promoter sequence (550 bp) identified a total of 4.52 million TF binding site (TFBS) with Jindex score ≥ 1.0 (a higher Jindex score indicated higher possibility to be true TFBS). The gene set was constructed by associating target genes with transcription factors if the gene was identified to possess at least one TFBS for the TF. A rank value was assigned to each TF-(target gene) pair, calculated by the Jindex score of the Jinzer’s output.

(1) $$RDE=-sgn\left(\log_{2}FC\right)\;\cdot \;2^{\mathrm{abs}\left(\log_{2}FC\right)}\;\cdot \;\log_{10}FDR$$

The RDE values of all genes were used to create the RNAK gene list. We used the Flaver software (13) which implements the weighted Kendall’s tau statistics, for the identification of the key transcription factors playing roles within each tissue. The method applied in this study tested the significance of correlation between the rank orders for genes in the gene set and their corresponding rank orders within the gene list. As illustrated by Shieh, the relationships between the gene set and the gene list, in terms of agreement in the ranks, in gene set enrichment analysis can be measured by a weighted rank correlation (22). Let Si and Li, *i* = 1, …, *n* be the ranks of the gene set and gene list, respectively. Furthermore, let (*i*, *R_i_*), *i* = 1, …, *n*, be paired ranks, where *R_i_* is a rank entity of *L* whose corresponding *S* has rank *i* among *Sj*, *j* = 1, …, *n*. As discovered by Shieh, the weighted Kendall’s tau has the form of Equation 2 (22).

(2) $$\tau_{w}=2/\left[{\left(\overset{n}{\underset{i}{\sum }}v_{i}\right)}^{2}-\overset{n}{\underset{i}{\sum }}v_{i}^{2}\right]\;\cdot \;\overset{n}{\underset{i>j}{\sum }}v_{i}v_{j}sgn\left(i-j\right)sgn\left(R_{i}-R_{j}\right)$$

The sgn(x) = −1, 0 or 1, if *x* <, = or > 0. The vi represents the weighting function which is bound to [1, *n*] and range in (0, 1). The limiting distribution (LD) can be derived as Equation 3. When *n* → ∞, LD approximated to *N*(0, 1) and the *p*-values can be estimated (22).

(3) $$LD=\sqrt{n}\tau_{w}\frac{3\lim_{n\to \infty }n^{-1}\sum_{i}^{n}v_{i}}{2\sqrt{\lim_{n\to \infty }n^{-1}\sum_{i}^{n}v_{i}^{2}}}$$

The weighting function v_i_ used in this study is the mixed density of RNAK value of the gene set and the gene list, range for 0 to 1 (specified by –w 7 option in Flaver), to address a questions, that is, see how the genes in top ranked TF-(target gene) pairs in the gene set correlated with the top ranked genes in the gene list. Other parameters of Flaver were setting to the default.

### 2.6 RNA isolation and real-time PCR assay

The total RNA was extracted from chicken blood samples using the TRIzol method. The isolated RNA was reverse-transcribed into cDNA using a PrimeScript^™^ RT reagent Kit following standard protocols. The PCR primers are listed in Supplementary Table S2. Real-time PCR was conducted using a TB Green^®^ Premix Ex Taq^™^ II FAST qPCR on a BIORAD Cycler. Gene expression was quantified using the 2^−ΔΔCT^ method, with the data being normalized to the expression of GAPDH.

### 2.7 Pull-down mass spectrum analysis

The 2 × 10^6^ of cell pellets were washed three times using a wash buffer containing 0.1% Tween 20, 150 mM NaCl, 50 mM HEPES, and 2 mM MgCl_2_ at 10,000 g for 1 min at room temperature. The cells were then lysed by the addition of 200 μL of IP lysis buffer (comprising 1.0% NP-40, 0.2 mM EDTA, 20 mM pH 8.0 Tris–HCl, 180 mM NaCl, 1% of a 100× phosphatase inhibitor cocktail, and 100× protease inhibitor cocktail). After centrifugation at 12,000 rpm for 10 min at 4°C, the supernatants were incubated with anti-NFKB2 p52 rabbit polyclonal antibody and protein A/G magnetic beads at 4°C overnight. Subsequently, the samples were separated by a magnetic separator and denatured by SDS loading buffer, after which they were examined by matrix-assisted laser desorption/ionization time-of-flight mass spectrometry (MALDI-TOF MS).

### 2.8 Enzyme-linked immunosorbent assay

The levels of TNF-*α*, IL-1β, IL-6, and COX2 in serum were quantified using ELISA kits specified in the chemicals and reagents’ section for chickens after the necessary dilution according to the manufacturer’s instructions. The ELISA experiments were conducted on three samples collected from independent birds for each group.

### 2.9 Flow cytometry experimental analysis

The intracellular ROS were quantified using the 2′,7′-dichlorodihydrofluorescein diacetate (DCFHDA) assay. In brief, 1 mL of DCFHDA (10 μM) was added to each well of a 6-well plate with a cell layer, in which the cell culture supernatant had been removed. The plate was then incubated at 37°C for 30 min. The cells were rinsed three times with serum-free cell culture medium. The flow cytometry data were obtained using a BD FACS Melody cell sorter cytometer. All density plots are representative of three independent experiments, with 8,000–20,000 events acquired for all experiments. The data were analyzed using FlowJo 10.4. The production of ROS was calculated as the ratio of DCFH-DA^+^ cells within the gates.

## 3 Results

### 3.1 SeMC regulates the transcriptome of chicken HD11 macrophage-like cells

We performed RNA-seq on a total of 12 samples, and an average of 48 million sequences per sample was obtained. These sequences were mapped to 16,162 transcripts, with an average sequencing depth of approximately 327×. 

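HD11 is a chicken macrophage-like cell line, lipopolysaccharide (LPS) is a component of the bacterial outer membrane that activates macrophages, and SeMC is a selenium-containing amino acid. RNA-seq was performed for 4 groups, namely Control, LPS, SeMC and SeMC+LPS, with 3 replicates in each group. SeMC was used at 100 µM and LPS at 100 ng/mL, with SeMC given 12 h before LPS and LPS given for 6 h. The paper states that 10 µg of RNA per sample went into the libraries, whereas the sample labels give 2 µg. The authors filtered the reads, mapped them with Hisat2 to the chicken genome GRCg7b and counted the reads on each gene with HTSeq. They deposited the raw counts, without normalization. The total count per library was 14972385 to 17024392 (median 15152648) in the Control group and 13451069 to 14018893 (median 13744135) in the LPS group. It was 10656332 to 11531551 (median 11246229) in the SeMC group and 12336886 to 12494012 (median 12490157) in the SeMC+LPS group. The paper gives an average of 48 M sequences per sample, while the values given here rest on these counts, with a mean of 13.3 M per library. Each comparison was tested on the 6 libraries of its groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization and removal of genes with low counts. A gene was called differentially expressed at FDR under 0.05 and a fold change above 1.5. The paper states these thresholds, although some of its lists also mark genes at lower fold changes. A threshold on the fold change and the filter on low counts both change the number of genes called.

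The deposited SeMC+LPS counts are not independent of the other groups. In 16160 of the 16161 genes, the SeMC+LPS count equals the mean of the LPS and SeMC counts with the same replicate number, rounded down to a whole number, in all 3 replicates. NFKB2 is the exception, with SeMC+LPS counts of 5798, 6342 and 5972 against means of 2980, 3077 and 3097. The sum of the LPS and SeMC counts was odd in 7942, 7983 and 8090 genes in replicates 1, 2 and 3, and the SeMC+LPS count was the lower whole number in these genes. The same equality was looked for in 657 other sets of 3 libraries, over the 10124 genes with at least 50 counts in each library, and held in at most 2.08% of them. The median variance between replicates, relative to that of Poisson counts, was 1.48 in SeMC+LPS, 3.53 in Control, 2.91 in LPS and 2.89 in SeMC. The tests assume independent libraries, so the adjusted p-values of the comparisons of SeMC+LPS with LPS or SeMC describe the deposited values only. The comparison of SeMC+LPS with Control uses the same means, whose spread between replicates was smaller, so its adjusted p-values have the same limit.

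**Figure D1:**
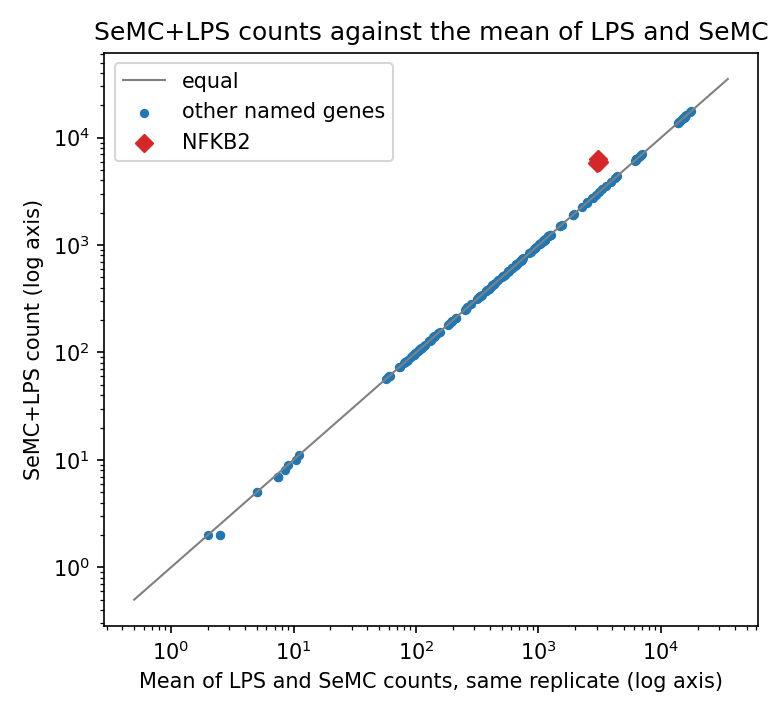
SeMC+LPS counts above 0 of the genes the paper names and of the genes with the largest changes (vertical log axis, reads) against the mean of the LPS and SeMC counts of the same replicate number (horizontal log axis, reads), with 1 point per gene and replicate and a line where both are equal. NFKB2 lies above the line in all 3 replicates, and the other genes lie on it to within 0.5 counts.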

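The deposited table lists 16161 genes by symbol. Between 14972 and 15687 of them had at least 1 count in a library, with the lowest number in SeMC replicate 2 and the highest in Control replicate 3. Of the listed symbols, 16154 were found in the RefSeq annotation of GRCg7b. The other 7 symbols are written as dates. The genes with the 10 highest counts took 5.15% to 7.67% of a library's counts.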

The statistic results revealed that 3,263 transcripts exhibited significantly differential expressions (FDR < 0.05 and FC > 1.5) between the SeMC-treated group and the control (CTR) group. 

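Of the 13146 genes tested in SeMC/CTR, 1850 were called, with 1117 higher and 733 lower in SeMC. With the replicate number as a block, 1844 genes were called, and the deviations of same-numbered SeMC and Control libraries from their group means had a mean correlation across genes of 0.028. Leaving out each replicate in turn gave 1718 to 1919 genes. The fold-change minimum moved the number most, since 5172 genes were called with no minimum. On quantile-normalized values tested with limma, 801 genes were higher and 1149 lower, a share of 41.1% higher against 60.4%. EPGN (chromosome 4, 44278099 to 44287365) had a level, relative to the library size, of 17.6 ± 1.83 CPM (SD, n = 3) in SeMC and 4.96 ± 0.655 (SD, n = 3) in Control, and a log2 fold change of 1.84 (standard error 0.146, adjusted p = 6.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RPL22 (chromosome 21, 630709 to 633432) fell from 114 ± 27.6 to 35.4 ± 5.52 CPM (SD, n = 3), a log2 fold change of -1.66 (standard error 0.141, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CEND1 had the largest increase among the genes with a mean of at least 100 counts and no overlap between the groups, with a log2 fold change of 2.72. It overlaps NLRP3, and since the strand setting of the counting is not stated, its count may include reads of that gene. NR2F1 (1.53), MOK (-1.57) and AvBD6 (-1.35) were the other genes with the largest log2 fold changes. NR2F1 and MOK also overlap other genes.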

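In SeMC+LPS/LPS, 12893 genes were tested and 648 were called, with 490 higher and 158 lower in SeMC+LPS. For all of these genes except NFKB2, the difference is that between the LPS counts and their mean with the SeMC counts. Such a mean can fall below the LPS counts only to a limit, reached where SeMC has no counts, but its rise has no limit. The fold-change minimum therefore favours higher genes, and their share does not measure a response. As a block, the replicate number raised the count to 920 genes, with 662 higher and 258 lower. Same-numbered SeMC+LPS and LPS libraries deviated together, with a mean correlation across genes of 0.522. This follows from means taken within a replicate number, so it is no evidence of paired cultures. From 527 to 769 genes were called with each replicate left out in turn. Without a fold-change minimum the number was 2896. With limma on quantile-normalized values, 314 genes were higher and 280 lower, so that 52.9% were higher against 75.6%. C1QA (chromosome 21, 6062322 to 6064372), which encodes a chain of complement C1q, rose from 14.5 ± 2.52 to 98.8 ± 1.98 CPM (SD, n = 3), a log2 fold change of 2.76 (standard error 0.0994, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PIGR, FCMAR and CCL5 had the largest decreases by the same rule, with log2 fold changes of -0.91, -0.91 and -0.90. PIGR and FCMAR both overlap LOC107055195.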

In the LPS treatment model, SeMC treatment induced a significantly differential expression of 1,344 transcripts (SeMC+LPS/LPS, FDR < 0.05 and FC > 1.5). 

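In SeMC+LPS/SeMC, 13054 genes were tested and 750 were called, with 512 higher and 238 lower in SeMC+LPS. The SeMC+LPS counts are again the means of the LPS and SeMC counts, apart from NFKB2. Here too a fall is limited and a rise is not. In the fit with the replicate block 1313 genes were called, 608 higher and 705 lower, so the share of higher genes was 46.3% against 68.3%. The mean correlation of same-numbered SeMC+LPS and SeMC libraries was 0.786, which again follows from the means. With 1 replicate left out the number was 511 to 706. CCL5 (chromosome 19, 918950 to 920723), a chemokine gene, had 0.177 ± 0.181 CPM (SD, n = 3) in SeMC and 23.1 ± 2.13 (SD, n = 3) in SeMC+LPS. C1QB, C1QC and C1QA had the largest decreases, and C1QB had a log2 fold change of -1.02.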

In the SeMC treatment model, LPS can result in the significant differential expression of 1,819 transcripts (SeMC+LPS/SeMC, FDR < 0.05 and FC > 1.5). 

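In LPS/CTR, 1567 of 13008 tested genes were called, with 797 higher and 770 lower in LPS. The replicate block gave 1523 genes, and the mean correlation of same-numbered libraries was -0.025. In SeMC+LPS/CTR, 1265 of 13070 genes were called, with 796 higher and 469 lower, on SeMC+LPS counts that are means except for NFKB2. Here the replicate block gave 1251 genes, with a mean correlation of 0.012, and 50.1% of the genes called by limma on quantile-normalized values were higher against 62.9%. AVD (chromosome Z, 9717627 to 9718812) rose from 5.44 ± 0.771 CPM (SD, n = 3) in Control to 522 ± 85.1 (SD, n = 3) in LPS, a log2 fold change of 6.59 (standard error 0.134, adjusted p = 2.0e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

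Across the 5 comparisons, 3163 genes were called at least once and 39 were called in all 5. At a fold change above 1.2 the latter number was 138. SeMC/CTR and SeMC+LPS/LPS shared 375 genes, 364 of them in the same direction. LPS/CTR and SeMC+LPS/SeMC shared 485 genes, 482 of them in the same direction. Since the SeMC+LPS counts are means, the former pair uses the SeMC libraries on both sides and the latter the LPS libraries. Their agreement is no separate evidence that an effect recurs in cells given both treatments. SeMC/CTR and LPS/CTR, which do not involve the SeMC+LPS counts, shared 298 genes, 205 of them in the same direction. Both use the same Control libraries, which can make directions agree, so this number does not test for a common response. SeMC+LPS/LPS and SeMC+LPS/SeMC shared 380 genes, all of which changed in opposite directions, as a mean lies between the values it is taken from. Genes called in SeMC/CTR alone numbered 832, in LPS/CTR alone 598, in SeMC+LPS/CTR alone 20, in SeMC+LPS/SeMC alone 17 and in SeMC+LPS/LPS alone 6.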

The Venn diagram illustrating the number of differentially expressed genes among the groups is presented in Figure 1. 

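The paper's lists give a limma fold change and FDR for each gene and mark the genes that passed. In the SeMC+LPS/LPS list the paper marks 1344 genes, and in the SeMC+LPS/SeMC list 1819 genes. The smallest fold change among the paper's marked genes is 1.20 in both lists, and 595 and 818 of the marked genes have a fold change above 1.5 in the lists. Of the genes called from the counts, 425 of 648 in SeMC+LPS/LPS and 621 of 750 in SeMC+LPS/SeMC were marked. With a fold change above 1.2, 1064 of 1769 and 1495 of 2206 were marked. The filter on low counts left 122 and 159 of the marked genes untested, and 93 and 115 marked genes had at most 10 counts in each of the 6 libraries. Across the 1998 genes of each list, the paper's log2 fold changes and those from limma on quantile-normalized counts had a Pearson correlation of 0.999 for SeMC+LPS/LPS, 0.997 for SeMC+LPS/SeMC and 0.999 for LPS/CTR. These correlations are across genes, which are not independent replicates.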

The detailed gene lists for each group comparison are shown in Supplementary Data S1. In the SeMC+LPS/LPS comparison group, the most significantly differentially expressed transcripts were C1QB (upregulated by 9.73-fold), BTN3A3L2 (downregulated by 1.96-fold), NFKB2 (upregulated by 3.18-fold), PMEPA1 (upregulated by 2.64-fold), C1QC (upregulated by 7.12-fold), and C1QTNF9B (downregulated by 1.74-fold). 

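C1QB (chromosome 21 of GRCg7b, 6056646 to 6057867) had 89.7 ± 2.39 CPM (SD, n = 3) in SeMC+LPS and 8.88 ± 0.462 (SD, n = 3) in LPS. The difference of 10.04-fold corresponds to a log2 fold change of 3.33 (standard error 0.0621, adjusted p = 4.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 178 ± 5.57 (SD, n = 3) in Control and 182 ± 8.76 (SD, n = 3) in SeMC, and its log2 fold change in LPS/CTR was -4.31. C1QC (chromosome 21, 6059953 to 6061614) was 7.36-fold higher in SeMC+LPS than in LPS, with 68.5 ± 9.60 against 9.25 ± 0.327 CPM (SD, n = 3). PMEPA1 (chromosome 20, 11841213 to 11875893) was 2.71-fold higher, with 50.4 ± 2.01 against 18.5 ± 0.637 CPM (SD, n = 3). The adjusted p-values of C1QC and PMEPA1 were 5.5e-06 and 6.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SeMC+LPS counts of these 3 genes equal the means of their LPS and SeMC counts.

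NFKB2 (chromosome 6, 17699955 to 17708379) was 3.13-fold higher in SeMC+LPS than in LPS, a log2 fold change of 1.65 (standard error 0.0486, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each replicate in turn kept this log2 fold change between 1.61 and 1.67. The replicate block left it at 1.65. NFKB2 is the gene whose SeMC+LPS counts are not the means of the LPS and SeMC counts, and it overlaps PSD and MIR3537. How its SeMC+LPS counts arose is not known, so these fits describe the deposited values only.

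BTN3A3L2 (chromosome 16, 2019179 to 2039828) had 4 counts in each LPS library and 2 in each SeMC+LPS library. C1QTNF9B (chromosome 1, 177275026 to 177283250) had 1 count in each LPS library and 0 in each SeMC+LPS library. Both were below the filter on low counts. In the paper's list they rank 3 and 8 by significance.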

The annotation shows that 20 genes in the significantly differentially expressed gene list were associated with the innate immune response, including JCHAIN, EXFABP, TLR2A, CATHB1, OASL, HCK, and ANXA1. Furthermore, 16 genes are directly associated with the defense response to bacteria, including CEBPB, EXFABP, CHGA, IRF8, IL8L2, NOS2, COCH, AVBD3, LYZ, AVBD6, and MPEG1.

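Of 6 of the genes named, 4 were tested in SeMC+LPS/LPS and all 4 were called. OASL rose from 14.0 ± 0.707 CPM (SD, n = 3) in LPS to 27.1 ± 1.01 (SD, n = 3) in SeMC+LPS, a log2 fold change of 0.94 (standard error 0.0672, adjusted p = 4.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TLR2A (0.94) and ANXA1 (0.80) also had positive log2 fold changes. CATHB1 had 10.9 ± 1.56 CPM (SD, n = 3) in LPS and 6.07 ± 0.982 (SD, n = 3) in SeMC+LPS, a log2 fold change of -0.86 (standard error 0.155, adjusted p = 0.0053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). JCHAIN had 2, 3 and 3 counts in the LPS libraries and 11, 7 and 7 in the SeMC+LPS libraries. EXFABP had 15, 10 and 10 counts in LPS and 7, 5 and 5 in SeMC+LPS, with no counts in the SeMC libraries. Both genes were below the filter on low counts. The SeMC+LPS counts of all 6 genes are the means of the LPS and SeMC counts, rounded down. OASL, TLR2A and JCHAIN overlap other annotated genes, so their counts are uncertain.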

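Of the 11 genes named, 10 were tested and 8 were called in SeMC+LPS/LPS. IRF8 (chromosome 11, 17237123 to 17244589) rose from 289 ± 6.38 to 507 ± 4.17 CPM (SD, n = 3), a log2 fold change of 0.80 (standard error 0.0299, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COCH (0.62) and MPEG1 (0.59) were also higher. MPEG1 is close to the fold-change minimum, and with the replicate block its log2 fold change of 0.58 fell under it. NOS2 (chromosome 19, 9679276 to 9698500) had 211 ± 5.93 CPM (SD, n = 3) in LPS and 123 ± 1.35 (SD, n = 3) in SeMC+LPS. Its log2 fold change was -0.79 (standard error 0.0350, adjusted p = 7.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL8L2 (-0.84), LYZ (-0.77), AvBD3 (-0.66) and AvBD6 (-0.63) were lower as well. CEBPB had a log2 fold change of -0.37, which did not reach the fold-change minimum. CHGA had 20, 14 and 14 counts in LPS and 10, 9 and 8 in SeMC+LPS. Its log2 fold change of -0.73 (standard error 0.308) was not significant, with an adjusted p of 0.126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. EXFABP was below the filter on low counts. In each of these genes the SeMC+LPS counts are the means of the LPS and SeMC counts. CEBPB, IL8L2, LYZ and MPEG1 overlap other annotated genes.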

**Figure 1:**
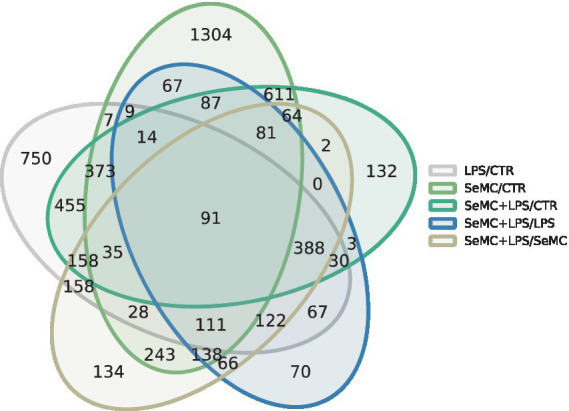
Numbers of differentially expressed genes in SeMC-treated HD11 macrophage-like cells. A summary of the differentially expressed transcripts in response to SeMC treatment (LPS/CTR, SeMC/CTR, SeMC+LPS/CTR, SeMC+LPS/LPS, SeMC+LPS/SeMC) is presented in Venn diagrams. The identification of these genes was conducted using a linear mixed model, with the FDR (false discovery rate) controlled at less than 0.05 and FC (fold change) higher than 1.5.

### 3.2 The identification of transcription factors involved in SeMC regulation

The Flaver analysis revealed that 16 transcription factors were involved in the regulation of SeMC+LPS/LPS differentially expressed genes, and 20 transcription factors were involved in the regulation of SeMC+LPS/SeMC differentially expressed genes. The Jindex values of NFKB2, RFX2, BACH1, HOXA1, MYB, SPI1, NFIB, and RFX5 exhibited a negative correlation with the RDE values of SeMC+LPS/LPS and displayed a positive correlation with the RDE values of SeMC+LPS/SeMC. The Jindex values of E2F5, ETV5, E2F7, NKX6-2, CEBPG, E2F8, MEF2C, and OLIG3 were found to be positively correlated with the RDE values of SeMC+LPS/LPS and negatively correlated with the RDE values of SeMC+LPS/SeMC. HOXA1, NFKB2, E2F5, MYB, NKX6-2, and SPI1 exhibited decreased expression in the SeMC+LPS/LPS group. 

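Among 5 of these transcription factors, 4 had a lower level in SeMC+LPS than in LPS. The log2 fold changes were -0.34 for E2F5 (standard error 0.0696), -0.32 for SPI1 (standard error 0.0349) and -0.25 for MYB (standard error 0.0293). Their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.0095, 0.00041 and 0.00062. None of these 3 genes reached a fold change of 1.5. NKX6-2 had 5.33 ± 0.332 CPM (SD, n = 3) in LPS and 4.75 ± 0.0941 (SD, n = 3) in SeMC+LPS. Its log2 fold change was -0.17 (standard error 0.124) with an adjusted p of 0.397 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.339 with the replicate block, so it was not significant in either fit. Each SeMC+LPS library was lower than the LPS library of the same number. NFKB2 had 155 ± 6.87 CPM (SD, n = 3) in LPS and 488 ± 24.6 (SD, n = 3) in SeMC+LPS, a higher level in each SeMC+LPS library. In SeMC+LPS/SeMC all 5 factors were higher, with log2 fold changes from 0.23 to 0.52. For the factors other than NFKB2, the SeMC+LPS counts are the means of the LPS and SeMC counts. E2F5, MYB and SPI1 overlap other annotated genes.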

The expressions of BACH1, E2F7, NFIB, RFX2, ETV5, CEBPG, E2F8, MEF2C, OLIG3, and RFX5 were increased in SeMC+LPS/LPS and decreased in the SeMC+LPS/SeMC group. 

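All 10 factors had positive log2 fold changes in SeMC+LPS/LPS, from 0.17 to 1.42, and negative ones in SeMC+LPS/SeMC, from -0.78 to -0.17. The FDR was under 0.05 for 9 of the 10 in each comparison. CEBPG was the exception, with adjusted p-values of 0.0537 and 0.0541 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block its adjusted p was under 0.05 in both comparisons, so this exception depends on the fit. MEF2C had 10.3 ± 0.988 CPM (SD, n = 3) in LPS, 27.8 ± 1.90 (SD, n = 3) in SeMC+LPS and 47.5 ± 2.37 (SD, n = 3) in SeMC. It passed the fold-change minimum in both comparisons, with log2 fold changes of 1.42 (standard error 0.0884) and -0.78 (standard error 0.0670). RFX2 (0.77) and NFIB (0.72) passed it in SeMC+LPS/LPS alone. In SeMC/CTR, 9 of the 10 factors were higher and 4 of these had an FDR under 0.05, but none reached a fold change of 1.5. In LPS/CTR all 10 were lower, 6 of them with an FDR under 0.05. The SeMC+LPS counts of the 10 genes are the means of the LPS and SeMC counts, so that a gene higher in SeMC than in LPS has opposite signs in SeMC+LPS/LPS and SeMC+LPS/SeMC. CEBPG, MEF2C and NFIB overlap other annotated genes.

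**Figure D2:**
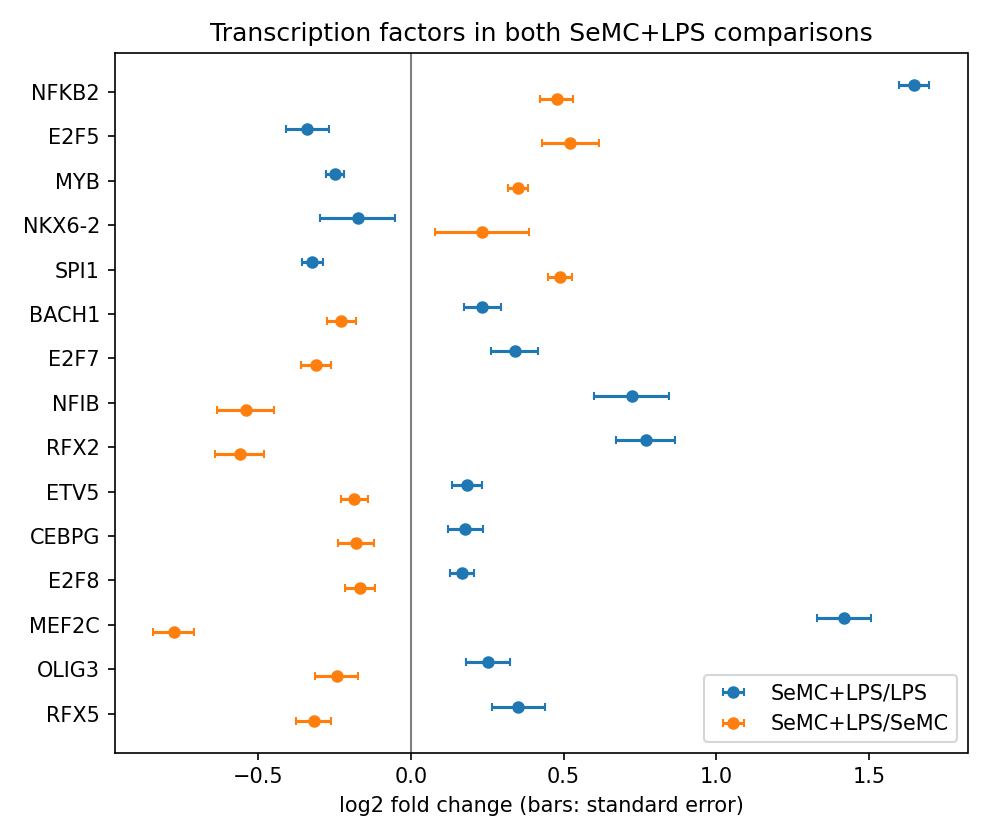
Log2 fold changes (horizontal axis) of the transcription factors in SeMC+LPS/LPS (blue) and SeMC+LPS/SeMC (orange), with bars for the standard error. NFKB2 is positive in both comparisons, and the other factors have opposite signs.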

The results are shown in a bubble plot in Figure 2.

**Figure 2:**
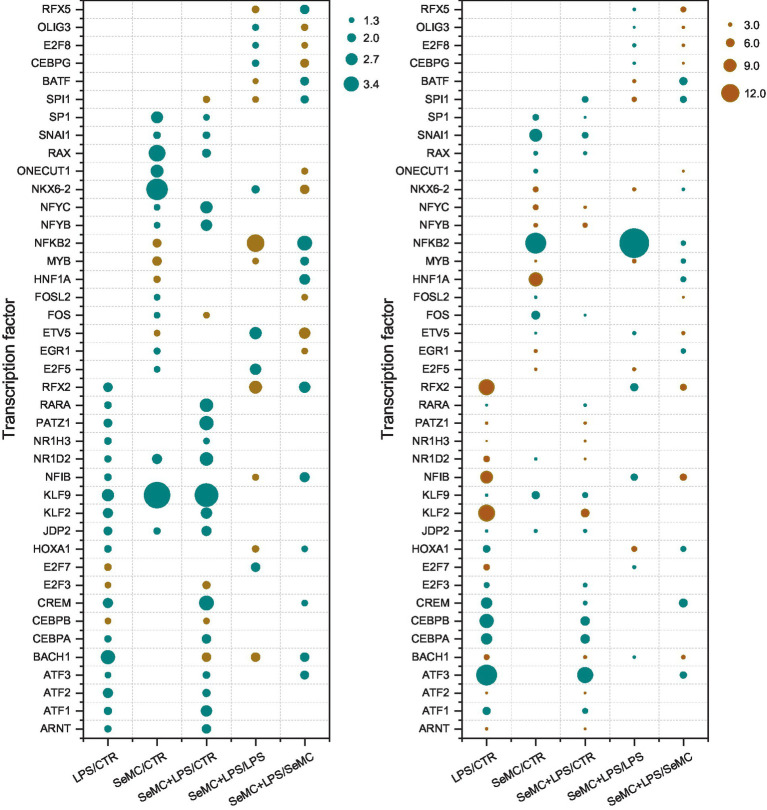
Transcription factors identified by Flaver in the SeMC-treated HD11 macrophage-like cells. The plot on the left illustrated the transcription factors of which Jindex value of their target genes was significantly correlated with the RDE value determined by the RNA-seq experiment. The positive correlation transcription factors were colored in blue, and negative correlation transcription factors were colored brown. The right plot depicts the expression level of the transcription factors, upregulated transcription factors were colored by blue, and downregulated transcription factors were colored by brown. The size of the bubble in both the left and right plot indicates the level of significance which is calculated by −log_10_(score).

The results of Flaver’s statistic for NFKB2, a representative transcription factor identified in this study, are presented in Figure 3. First, the data were sorted by Jindex, and thereafter, a sliding window with a size of 0.02n was used to slide from the highest value of RDE to the lowest value, and the distribution of Jindex in the window was calculated. Subsequently, a sliding window was employed to traverse from the highest value of weighted RANKs to the lowest value, with the distribution of RDE and Jindex within the windows calculated. In the upper region of the window, the Jindex values of the genes tend to be distributed toward the upper end, but the RDE values tend to be distributed toward the lower end. This suggested that genes with higher Jindex values tend to be downregulated. The forementioned analysis results indicate that NFKB2 plays a negative transcriptional regulatory role in this experiment, which is consistent with the results reported in the literature that NFKB2 is a transcriptional suppressor (23).

**Figure 3:**
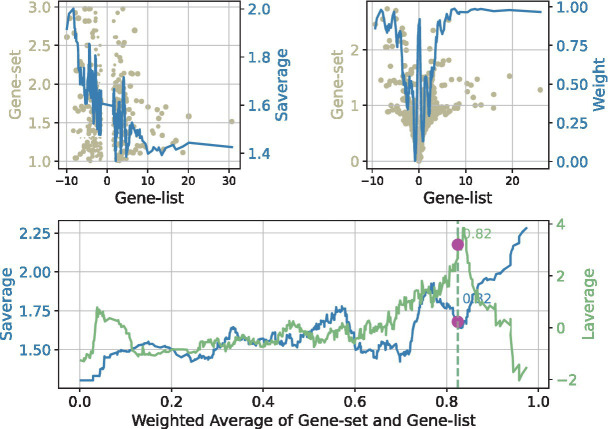
Visualization of the Flaver’s result, take the NFKB2 gene set in SeMC+LPS/LPS gene list as an example. The results of the Flaver’s analysis were plotted by first sorting the genes by RDE (top-left panel) or weighted RANKs (lower panel) and then using a sliding window with a size of 0.02n to traverse from the highest value to the lowest value. The distribution of Jindex (light blue) and RDE (light yellow) in the window was then calculated. The term “Saverage” is used to denote the weighted value of gene set values, whereas “Laverage” represents the weighted values of gene list.

### 3.3 The identification of TXN2 as a selenium protein partner of NFKB2

According to the BIOGRID database (24), the selenium proteins that can interact with the NF-κB complex include TXN2, MIEN1, ATP1A1, MIEN1, and AIFM1. TXN2 can be translated into two polypeptides. The longer polypeptide contains a selenocysteine residue at the 151st amino acid, with a size of approximately 16.50 kD, while the shorter polypeptide terminates at the 150th codon (AUG), with a size of approximately 16.26 kD. MALDI-TOF mass spectrum analysis demonstrated that HD11 cells cultured in SeMC medium had a distinctive peak at m/z 506.6, indicating the “LIGAUS” ion fragment (Figures 4A,C). This ion fragment is dissociated from the 16.50 kD longer polypeptide which contains the selenocysteine residue at the 151st amino acid. The expression of TNX2 was found to be significantly upregulated in HD11 cells that has been co-cultured with a medium containing SeMC (Figure 4B, *p* < 0.05). The quantity of peptide chains containing selenocysteine residues increased significantly when treated with SeMC, with a difference of approximately 2-fold for both the SeMC- and SeMC+LPS-treated groups.

**Figure 4:**
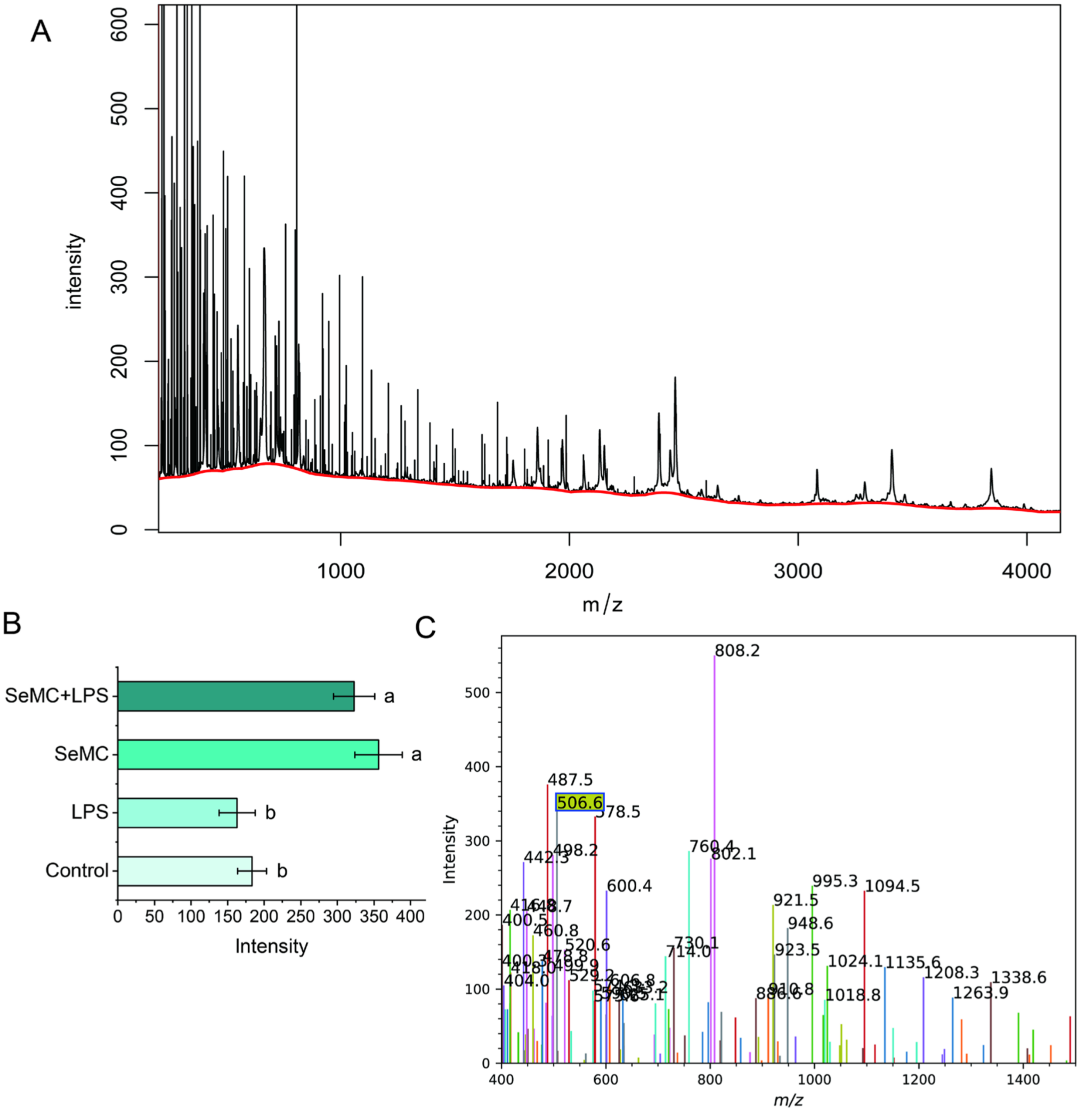
Protein levels of selenium protein TXN2 in LPS-treated HD11 macrophage-like cells analyzed by MALDI-TOF mass spectrometry. The raw data were presented in plot **(A)**. The characteristic peak (at m/z of 506.6) represents an ion fragment dissociated from the 16.50 kDd polypeptide containing the selenocysteine residue at the 151st amino acid was shown in plot **(C)**. The levels of the selenium protein (intensity of the selenocysteine residue containing ion fragments) were illustrated in bar graph in plot **(B)**. Bars bearing different letters are significantly different from each other (*p* < 0.05).

### 3.4 The expression of transcription factors in peripheral blood collected from birds administrated with SeMC and LPS

The expression levels of NFKB2, RFX2, E2F5, ETV5, BACH1, and E2F7 in peripheral blood collected from chickens administered with SeMC and LPS were analyzed using real-time fluorescence quantitative PCR (Figure 5). The results demonstrated that the expression levels of NFKB2, RFX2, BACH1, ETV5, and E2F7 in the SeMC+LPS treatment group were significantly higher than those in the LPS treatment group. The expression levels of NFKB2, BACH1, and ETV5 in the SeMC+LPS treatment group were significantly lower than those in the SeMC treatment group. The expression levels of E2F5 in the SeMC+LPS treatment group were significantly lower than those in the LPS treatment group, while the expression levels in the SeMC+LPS treatment group were significantly higher than those in the SeMC treatment group. These results were generally consistent with those of the RNA-seq experiment.

**Figure 5:**
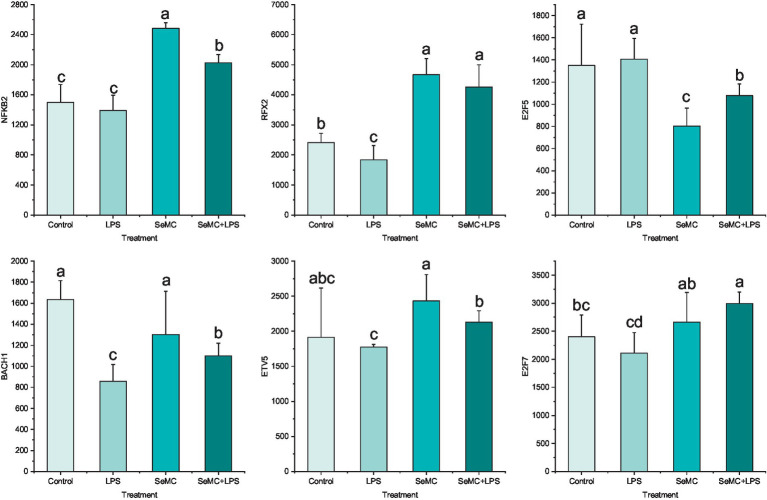
Real-time PCR validation of the transcription levels of six selected transcription factors in peripheral blood collected from chickens administered with SeMC and LPS. The height of the bars represents the relative transcriptional levels of the genes. Bars bearing different letters indicate a significantly different from each other (*p* < 0.05).

### 3.5 The analysis of the downstream factors of NFKB2 in SeMC and LPS administrated chickens

We employed the ELISA method to detect four NF-κB downstream factors in the peripheral blood collected from chickens administrated with SeMC and LPS, including IL-1β, IL-6, TNF-α, and COX2. The results demonstrated that the IL-1β levels in chickens treated with SeMC and SeMC+LPS markedly reduced in comparison with those in chickens treated with LPS (*p* < 0.05). The IL-6 levels in chickens treated with SeMC+LPS and SeMC were significantly lower than those treated with LPS (*p* < 0.05). However, no significant difference was observed between chickens treated with SeMC and those treated with PBS alone (Control). The TNF-α and COX2 levels in chickens treated with SeMC and SeMC+LPS were significantly lower than in chickens treated with LPS (*p* < 0.05) (Figure 6).

**Figure 6:**
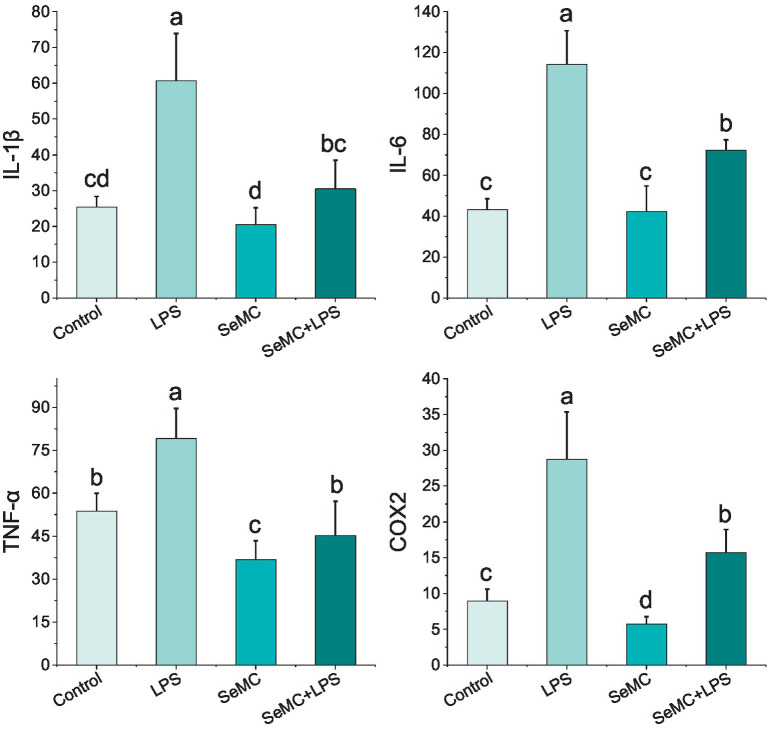
Analysis of protein levels of four NF-κB downstream inflammation factors in peripheral blood of SeMC or LPS administrated chickens by ELISA. Bars bearing different letters indicate a significantly different from each other (*p* < 0.05).

### 3.6 A shRNA targeting NFKB2 reverted the ROS levels in SeMC in HD11 macrophage-like cells

Treating HD11 cells with SeMC, LPS and shRNA targeting NFKB2 demonstrated that the LPS + shRNA group exhibited the highest ROS levels (*p* < 0.05), ranking as the first group. The ROS levels of LPS and SeMC+LPS + shRNA were found to be the second group, and the SeMC+LPS and SeMC+shRNA ranked as the third group. The ROS levels of the second group were found to be significantly lower than the first group (*p* < 0.05). The ROS levels of SeMC and Control group were significantly lower than those of the first three groups (*p* < 0.05). The results are presented in Figure 7, and the raw data are available in Supplementary Data S2. In addition, over-expression of TXN2 in LPS-stimulated HD11 cells cultured within SeMC-containing medium using a TXN2 caring vector resulted in a significant downregulation of the expression of IL-1β (2.31-fold), IL-6 (2.52-fold), TNF-*α* (1.85-fold), and COX2 (3.23-fold) with a *p* < 0.05.

**Figure 7:**
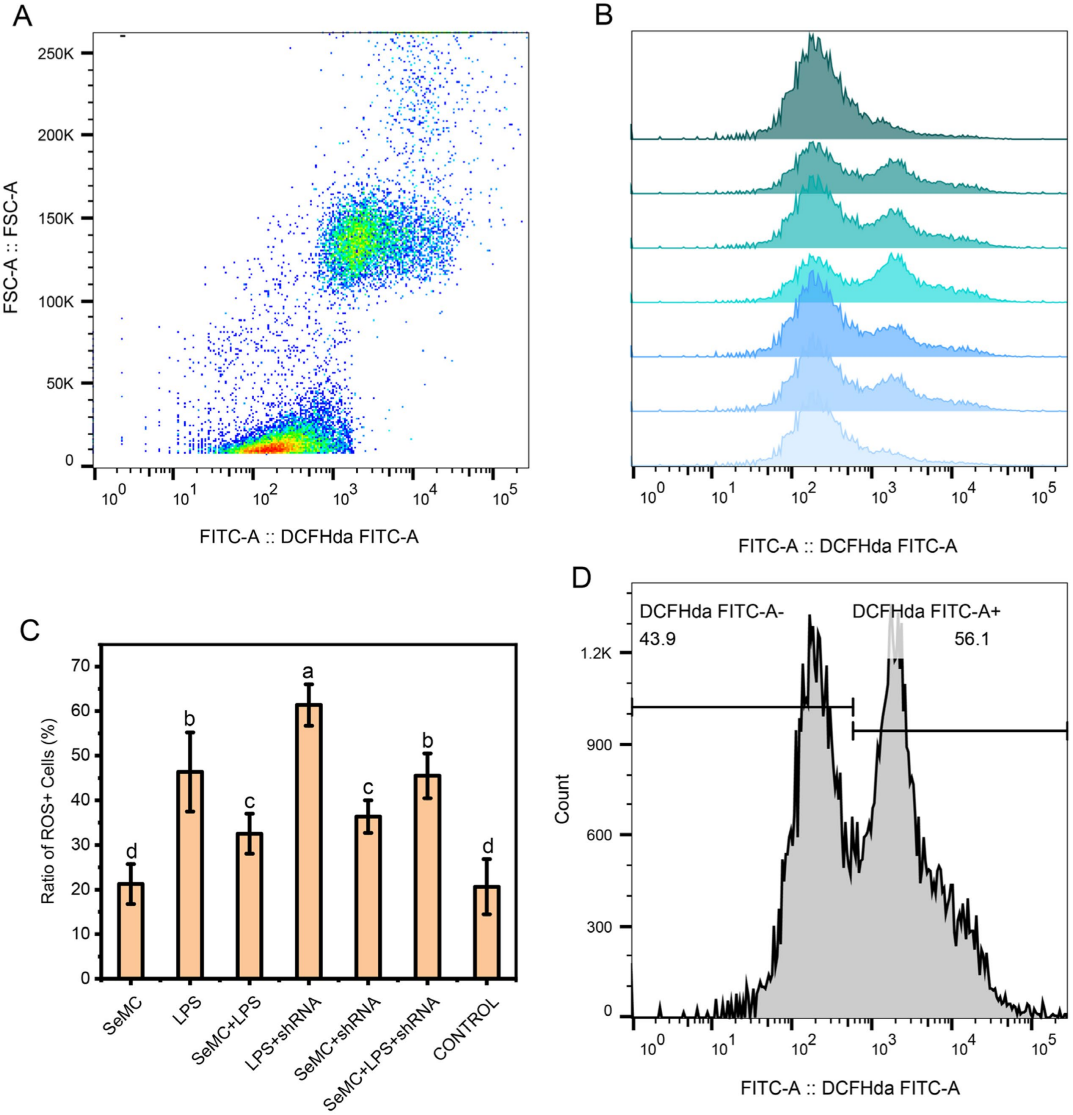
ROS levels for SeMC- and LPS-treated HD11 macrophage-like cell samples. The flow cytometry results for the CONTROL, LPS+shRNA, LPS, SeMC+LPS+shRNA, SeMC+LPS, SeMC+shRNA, and SeMC samples are presented in a histogram in plot **(B)**, from top to bottom. The average ratios of ROS^+^ cells for three replicated samples are presented in bar graph in plot **(C)**. The scatter plot and gate information are shown in plots **(A,D)**, respectively.

## 4 Discussion

The administration of organic including selenocystine and selenomethionine had been demonstrated to induce dose-dependent apoptosis in A375, HepG2, and MCF7 cell lines, accompanied by a notable elevation in intracellular ROS levels (25–27). Furthermore, DNA strand breaks were also observed in organic selenium-treated HepG2 and MCF7 cell lines (25). The inhibition of ROS can effectively reduce the oxidative damage of cells triggered by L-selenocysteine (28). Nevertheless, it is possible that MeSC may exert a distinct regulatory influence on the generation of ROS comparing to other organic selenium sources. MeSC has been demonstrated to induce to introduce a transient increase and subsequent decrease in cellular reactive oxygen species, which appears to be associated with the elevation of nuclear factor erythroid 2-related factor 2 (NRF2), a pivotal transcription factor for the antioxidant response, that can protect cells from excessive oxidative stress (8). It has proposed that SeMC may inhibit oxidative stress and inflammation subsequent to nerve injury by upregulating the Nrf2/HO-1 pathway (1). SeMC nanoparticles (NPs) have been demonstrated to protect the viabilities and functions of cultured hepatocytes in drug- or chemical-induced acute hepatotoxicity models via effective removal of ROS (29).

In this study, NFKB2, RFX2, ETV5, BACH1, and two E2F transcription factors (E2F5 and E2F7) have been identified as candidate genes involved in regulatory process of ROS. Among these six factors, NFKB2 has been widely known to act as an inhibitor of NF-κB (23). The rank values of the Jindex of NFKB2’s target genes’ TFBS exhibited a negative correlation with the rank values of gene differential expression levels in the SeMC+LPS/LPS group. In addition, NFKB2 was significantly upregulated in the SeMC+LPS/LPS group, indicating that, when NFKB2 was highly expressed, the target genes with higher binding scores tended to be lowly expressed. 

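NFKB2 had 138 ± 3.72 CPM (SD, n = 3) in the Control group and 350 ± 23.2 (SD, n = 3) in the SeMC group. Its log2 fold change in SeMC/CTR was 1.36 (standard error 0.0597, adjusted p = 1.1e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In LPS/CTR it was 0.18 (standard error 0.0551, adjusted p = 0.018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold-change minimum. In SeMC+LPS/SeMC it was 0.48 (standard error 0.0546, adjusted p = 0.00045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), also under the minimum. The SeMC+LPS counts of NFKB2 were 1.95, 2.06 and 1.93 times the means of the LPS and SeMC counts in replicates 1, 2 and 3. If these counts are replaced by the means, as holds for the other genes, the log2 fold change is 0.66 in SeMC+LPS/LPS and -0.51 in SeMC+LPS/SeMC. From the higher NFKB2 level in SeMC+LPS and the negative correlation between the binding scores of its target genes and their differential expression, the paper reasons that NFKB2 acts as a negative regulator of its targets. For target genes other than NFKB2, the deposited SeMC+LPS/LPS difference is that between the LPS counts and their mean with the SeMC counts. It holds no separate measurement of cells given both. The paper also reports higher ROS levels with an shRNA against NFKB2. The paper's PCR in chicken blood gave NFKB2 higher in SeMC+LPS than in LPS but lower than in SeMC. In the HD11 counts it was instead higher than in SeMC.

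**Figure D3:**
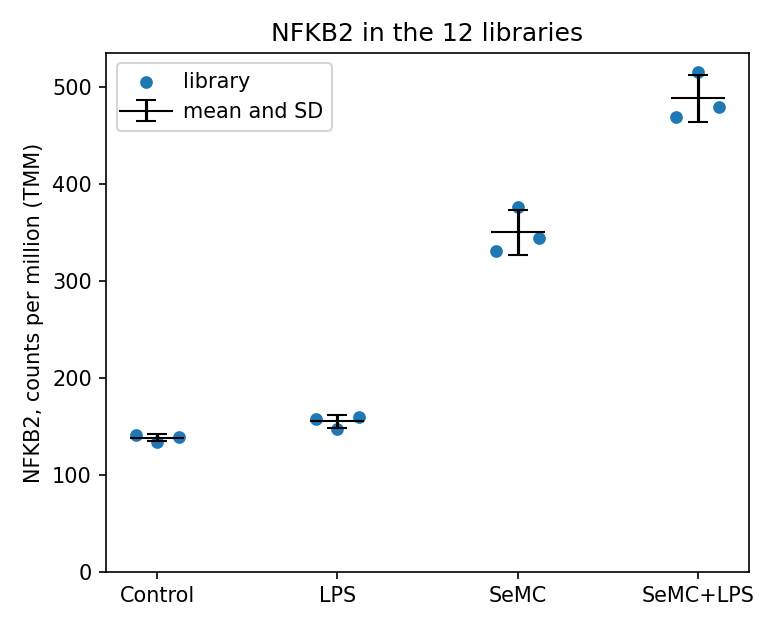
NFKB2 level in CPM after TMM normalization (vertical axis) in the Control, LPS, SeMC and SeMC+LPS groups, with 1 point per library and the mean and SD of 3 libraries. The mean is 138 in Control, 155 in LPS, 350 in SeMC and 488 in SeMC+LPS.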

The aforementioned analysis demonstrated that NFKB2 played an pivotal role in transcriptional regulatory regulation within the LPS-stimulated chicken HD11 macrophage-like cell model treated with SeMC. The regulation effect on its target genes was negative, indicating that selenocysteine may exert an anti-inflammatory effect by activating NFKB2 pathway.

Approximately 20 kinds of selenoproteins have been identified in animals, and the majority of these selenoproteins exhibit enzymatic redox function through selenocysteine (30–32). Glutathione peroxidase (GSH-Px) is one of the most important selenocysteine-containing enzymes, which catalyzes the reduction of H_2_O_2_ and other peroxides, thereby protecting cells from free radicals and reactive oxygen species (ROS). Thioredoxin reductase plays a regulatory role in its metabolic activity by catalyzing the reduction of thioredoxin and may play an important role in the prevention and treatment of cancer (33). Thyroid hormone deiodinase is a crucial link between selenocysteine and thyroid hormone metabolism, which is vital for normal fetal growth and development (32). The result of this experiment demonstrated that the expression of selenoprotein TXN2 was significantly upregulated after SeMC treatment. Furthermore, TXN2 has been shown to bind to NF-κB complex, which lends support to the existing literature reporting that TXN2 can regulate the function of NF-κB (34, 35). The interaction of TXN2 with the NF-κB complex has the potential to impair its activity, thereby reducing the inflammatory response.

It is widely accepted that SeMC was is associated with oxidation (25–27), and the NF-κB pathway is known to regulate the generation of ROS (36–38). It is noteworthy that the expression of NFKB2-regulatedinflammatory cytokines, including TNF-*α*, IL-1β, IL-6, and COX2, was markedly diminished following SeMC treatment. In addition, SeMC treatment resulted in a reduction in intracellular ROS levels, which could be reverted by the inhibition of the NFKB2 gene. This suggested that SeMC treatment may attenuate the inflammatory response through the NFKB2 pathway. One potential intermediate effect molecule is the selenoprotein TXN2, which binds to the RELA subunit (p65) of NF-κB complex (Figure 8). This binding let enables TXN2 to act as an analog for NFKB2, thereby suppressing the activity of the NF-κB complex. These findings elucidated one potential mechanism through which SeMC exerts anti-inflammatory effects, from the vantage point of transcriptional regulation. The results provided a useful pathway for targeting inflammatory responses of chicken stimulated by LPS.

**Figure 8:**
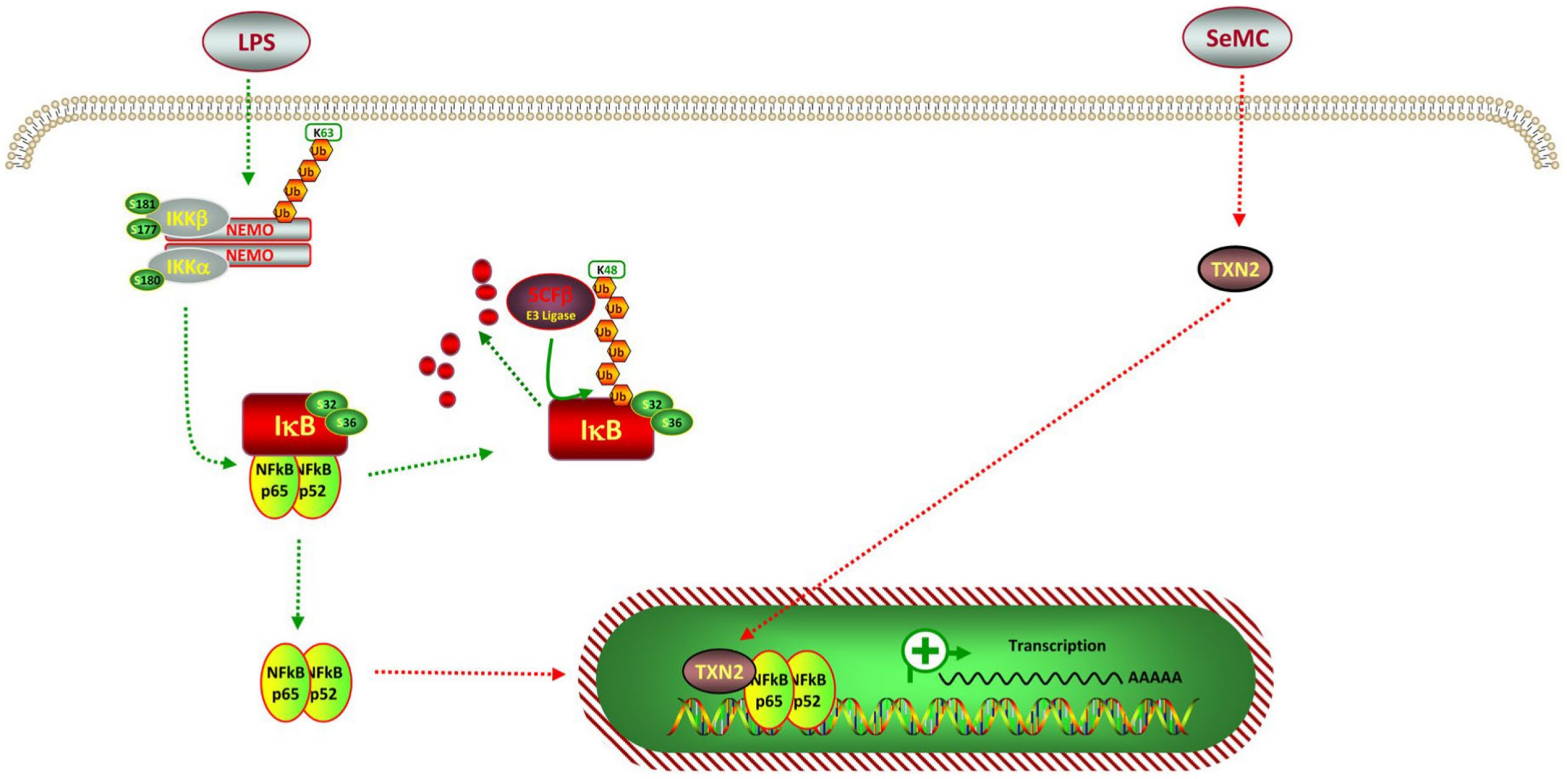
Pathway for Se-methylselenocysteine inhibits intermediated inflation in a LPS-stimulated chicken HD11 macrophage-like cell model. The p52 is a analog of the amino-terminal half of p100, which is encoded by NFKB2. The p52 protein is devoid of the transcription activation domains and can function as a repressor of NF-κB-specific transcription. The p65 protein is encoded by the RELA gene, containing both DNA-binding domains and the transcription activation domains. These domains can server as transcription activation domain of the NF-κB complex.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

# Supplementary material for: Se-methylselenocysteine inhibits inflammatory response in an LPS-stimulated chicken HD11 macrophage-like cell model through the NFKB2 pathway
**Source:** Front Vet Sci. 2025 Jan 8;11:1503436. doi: 10.3389/fvets.2024.1503436
**Supplement:** Supplementary file 4

Supplemental document

Supplemental Fig. 1 Cell viability of HD11 cells treated with different concentrations of SeMC and LPS.

Supplemental Table 1. Formular of standard chicken diet

| Ingredient | Content (%) |
| --- | --- |
| Corn | 56.0 |
| Soybean meal | 32.5 |
| Corn gluten meal | 3.4 |
| Soybean oil | 3.0 |
| Limestone | 1.2 |
| Dicalcium phosphate | 2.1 |
| L-Lysine | 0.4 |
| DL-Methionine | 0.1 |
| Sodium chloride | 0.3 |
| Premix | 1.0 |
| Total | 100 |
| Calculated nutrient levels |  |
| Apparent metabolizable engery, MJ/kg | 12.76 |
| Crude protein, % | 21.36 |
| Calcium, % | 0.97 |
| Total phosphorus, % | 0.67 |
| Available phosphorus, % | 0.47 |
| Lysine, % | 1.23 |
| Methionine, % | 0.49 |
| Methionine + cystine, % | 0.83 |
| Analyzed nutrient levels |  |
| Crude protein, % | 20.81 |
| Calcium, % | 1.11 |
| Total Phosphorus, % | 0.71 |
| Lysine, % | 1.26 |
| Methionine, % | 0.50 |

Premix provided per kilogram of diet: vitamin A (transretinyl acetate), 10,000 IU; vitamin D3 (cholecalciferol), 3,000 IU; vitamin E (all-rac-α-tocopherol), 30 IU; menadione, 1.2 mg; Thiamin, 2.1 mg; riboflavin, 6 mg; nicotinamide, 40 mg; choline chloride, 400 mg; calcium pantothenate, 10 mg; pyridoxine·HCl, biotin, 0.04 mg; folic acid, 1 mg; vitamin B12 (cobalamin), 0.013 mg; Fe (from ferrous sulfate), 80 mg; Cu (from copper sulphate), 6.0 mg; Mn (from manganese sulphate), 100 mg; Zn (from zinc oxide), 50 mg; I (from calcium iodate), 1.1 mg; Se (from sodium selenite), 0.2 mg.

Supplemental Table 2. Sequence of primers for Real-time PCR

| Gene symbol | Forward primer | Revise primer |
| --- | --- | --- |
| NFKB2 | ACATGACGGCACAGTTCAGC | CTGAGCCCGCAGTCTTGTCC |
| RFX2 | GGCCTCGTGTACATTTGCAT | TACACAGCTCCAGGCATCTCG |
| E2F5 | GCTTTACTCCCTTTGGACGTT | CAGCACGAGTCATCAACCTG |
| ETV5 | CCACCTCTCATATATACGTCCCT | ACTGAGCAAATGTTCCTAGCCAT |
| BACH1 | CGCCTCATGGACTTAATTCCG | TATGCAGGCTCCAAGCGTTC |
| E2F7 | CGTTGCTGTTGACATCACGTT | CCTCATAAGGCTGTTATTCGTT |

How the deposited data were processed for this re-analysis (not part of the article)

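RNA of chicken HD11 macrophage-like cells was sequenced in 12 libraries, 3 for each of the Control, LPS, SeMC and SeMC+LPS groups. The authors filtered the reads, mapped them with Hisat2 to GRCg7b, counted them per gene with HTSeq and deposited the raw counts of 16161 genes by symbol. The paper's text does not state the versions of these tools, the annotation release or the strand setting, so genes that overlap another gene are uncertain. The authors' normalization and test with limma were not part of the deposited counts. Samples were assigned to groups from the sample labels and the doses from the paper's methods, and the replicate numbers that link the groups come from the sample labels. No column outside the 12 libraries was used. Deposited SeMC+LPS counts were used unchanged, although they are not independent of the LPS and SeMC counts. Of the 49 genes taken from the paper, 46 were found in the table, and the other 3 were not analysed here. Some of the genes the paper names are not reported here.

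The counts were tested with edgeR 4.0.16 in R 4.3.3. Each comparison used the 6 libraries of its groups, TMM normalization, filterByExpr with a minimum count of 10, the quasi-likelihood test, Benjamini-Hochberg adjustment, an FDR under 0.05 and a fold change above 1.5. Levels in CPM are counts relative to the TMM-adjusted library size. The interaction of SeMC and LPS was tested over the 12 libraries without a fold-change minimum. The slope of the LPS response was the total least squares slope of log2 fold changes in SeMC+LPS/SeMC on those in LPS/CTR. Gene sets were tested with camera, with a preset correlation between genes of 0.01 and adjustment over 24 tests of 6 sets. The genes named are those the paper names and, in each comparison, the 3 genes with the largest increase and the 3 with the largest decrease among genes called, with no overlap between the groups and a mean of at least 100 counts. In a comparison of 3 libraries with 3, 10% of genes have no overlap by chance. Genes without a symbol other than a LOC identifier were skipped in that list. BLVRA and the other genes counted in a single group were chosen after their values were seen.

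The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, all 12 libraries in one fit, the replicate number as a block, limma 3.58.1 on quantile-normalized log2 counts with a pseudocount of 1, limma-voom, a fold change above 1.2, no fold-change minimum and each replicate left out in turn. The tests were tried on simulated counts in which 200 genes were changed 2-fold. edgeR called 160 of these 200 genes and 3 others among 12910 tested, DESeq2 called 155, limma-voom 159, and limma on quantile-normalized values 122 with 16 others among 16063. The interaction test called 145 with 12 others among 13273. Depth was 10656332 to 17024392 counts per library. Genes with 3 counts or fewer in all libraries of a group were treated as being at the floor, and counting error alone is covered by this limit. Coordinates are 1-based on GRCg7b, from the RefSeq annotation. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.

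The transcription factor binding analysis, mass spectrometry, PCR, ELISA and ROS measurements were not analysed here.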

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

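For the genes with many counts in SeMC and few in Control and LPS, the test of library depth was chosen after the result was seen, as were the count limits that define these genes. The test of neighbouring genes was set before its result was seen. For the interaction, the test of the relation between the counts was chosen after the result was seen.

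The effect of SeMC with LPS differed from its effect without LPS in 1370 of 13608 tested genes, by the interaction term over the 12 libraries. In 1304 of these genes the interaction had the opposite sign to the LPS/CTR change, and in 49 the same sign. As many genes or more were found in 9 of 100 sets of labels permuted within replicate numbers, the real set included. Such sets also turn the LPS and SeMC effects into an interaction, in up to 5645 genes, so this count does not test the interaction against chance. With each library left out in turn the number was 773 to 1338. The SeMC+LPS counts equal the mean of the LPS and SeMC counts in 16160 genes. With such counts the effect of SeMC beside LPS follows from the LPS and SeMC libraries, whatever the cells do, so an interaction in the cells cannot be told apart from the arithmetic of the counts.

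In 12 genes each SeMC library had at least 50 counts and each Control and LPS library at most 10. The limits leave aside the SeMC+LPS libraries, where BLVRA, CACNG2, KRT40 and LMOD1 had log2 fold changes of 4.40, 4.18, 4.19 and 2.82 against LPS. These values follow from the limits and are no separate evidence, because the SeMC+LPS counts are the means of the LPS and SeMC counts. The signals in SeMC are in genes the paper does not discuss. The same limits gave 5 genes for LPS, among them CCL5, CXCL13L2, FCMAR and PIGR. The named genes among the 12 are BLVRA, CACNG2, KRT40 and LMOD1. BLVRA (chromosome 2, 51587009 to 51627780), which encodes a biliverdin reductase, had 2 counts in each Control library, 1 to 6 in the LPS libraries and 80 to 188 in the SeMC libraries. It was at least 61.4-fold higher in SeMC than in Control, taking the floor of 3 counts for Control. The difference between the lowest SeMC total and the highest Control total was -6368060 counts, which alone would not exclude overlapping depths. The highest SeMC total, 11531551 counts, was below the lowest Control total of 14972385 and the lowest LPS total of 13451069. A greater depth in SeMC therefore does not account for these genes. Reads running through from a neighbour were tested for BLVRA among its 4 nearest counted neighbours, of which 3 could be tested. Their largest change in SeMC/CTR was 0.357 on the log2 scale, far below that of BLVRA. The neighbour left untested, STK17A, is the nearest, with 0 to 3 counts in Control, 2 to 4 in LPS and 2 to 11 in SeMC. Reads running through from STK17A were therefore not tested. Induction by SeMC may explain the counts of BLVRA and remains a hypothesis, since it was found and tested on the same data.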

How the results depend on the processing

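All alternatives except 2 were set before the data were examined. The substitution of the NFKB2 counts, and limma on quantile-normalized values with a fold change above 1.2, were added after the data were seen.

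With DESeq2, RLE size factors, no filter, all 12 libraries in one fit, limma-voom and limma on quantile-normalized values, the number of genes called in each of the 5 comparisons stayed within 1.5 times its value. These numbers ranged from 1718 to 2292 in SeMC/CTR, from 542 to 683 in SeMC+LPS/LPS, from 566 to 781 in SeMC+LPS/SeMC, from 1486 to 1668 in LPS/CTR and from 1068 to 1530 in SeMC+LPS/CTR. With each replicate left out in turn the ranges were 1718 to 1919, 527 to 769, 511 to 706, 1438 to 1667 and 1074 to 1350 in the same order. With a fold change above 1.2 the numbers were 4111, 1769, 2206, 3597 and 3102, and without a minimum 5172, 2896, 3345, 4491 and 4471. Limma on quantile-normalized values with a fold change above 1.2 gave 3208, 1348, 1790, 2817 and 2532. The replicate block gave 1844, 920, 1313, 1523 and 1251. The cause of these changes was not tested. In SeMC+LPS/SeMC, where the block raised the number from 750 to 1313, the mean correlation of same-numbered libraries was 0.786. That correlation follows from means taken within a replicate number. In SeMC/CTR and LPS/CTR, which do not involve the means, it was 0.028 and -0.025. Limma on quantile-normalized values called 41.1% of its genes as higher in SeMC/CTR, 52.9% in SeMC+LPS/LPS and 50.1% in SeMC+LPS/CTR, against 60.4%, 75.6% and 62.9%, and the block 46.3% in SeMC+LPS/SeMC against 68.3%.

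The interaction gave 1399 genes with RLE size factors, 1271 without the filter, 1216 with DESeq2, 1794 with the replicate block, 488 with a fold-change ratio above 1.5 and 773 to 1338 with each library left out. The slope of the LPS response was 0.683, against 0.883 without the filter, 0.684 with RLE size factors, 0.677 over called genes, 0.678 with the replicate block and 0.606 to 0.816 with each library left out. With SeMC+LPS counts that are means, this slope follows from the other libraries. It does not measure whether SeMC weakens the LPS response. Genes shared by all 5 comparisons numbered 39, 36 with DESeq2, 37 without the filter, 35 with limma on quantile-normalized values and 138 at a fold change above 1.2. Of the 24 gene set tests 11 passed, 12 with the replicate block, 11 with RLE size factors, 11 to 12 with each library left out, and 3 when the correlation between genes was estimated from the data. The cause of these changes was not tested.

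For the named genes, DESeq2, RLE size factors, no filter, all 12 libraries in one fit, the replicate block, limma-voom and limma on quantile-normalized values gave 518 results in 74 pairs of gene and comparison. Of these 513 were on the same side of the threshold, 3 weaker, 1 stronger and 1, TXN2, reversed. TXN2 in SeMC+LPS/LPS, which hardly changed, had a log2 fold change of 0.0032 with limma on quantile-normalized values and from -0.058 to 0.051 with each replicate left out in turn. The NRF2 target set in SeMC/CTR changed direction with the replicate block, at an FDR of 0.964. Apart from these results, NFKB2 in SeMC+LPS/SeMC changed from 0.48 to -0.51 with its substituted counts. Depth limits the genes with few counts, since BTN3A3L2 and C1QTNF9B had at most 4 counts in the LPS and SeMC+LPS libraries and were below the filter on low counts.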

Differences from the paper's values

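In SeMC/CTR 1850 genes were called against the paper's 3263. Of the alternatives set before the data were examined, no filter on low counts (2292), all 12 libraries in one fit (2190) and a fold change above 1.2 (4111) came within 1.5 times of it, and the others did not. In SeMC+LPS/LPS 648 genes were called against the paper's 1344, and in SeMC+LPS/SeMC 750 against the paper's 1819. The minima differ, since the paper's marked genes in both lists reach down to a fold change of 1.20. In its lists 595 and 818 of the marked genes are above 1.5. For both comparisons, the replicate block (920 and 1313) and a fold change above 1.2 (1769 and 2206) came within 1.5 times, and the other alternatives did not. The means tie same-numbered libraries together, so the block's numbers do not account for the difference. Leaving out single replicates gave at most 1919, 769 and 706 genes, which does not reach the paper's numbers. Limma on quantile-normalized values with a fold change above 1.2, chosen after seeing the values, gave 3208, 1348 and 1790 genes. The paper gives 48 M sequences per sample, and the counts sum to a mean of 13.3 M per library. No alternative applies to this value.

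Of 95 log2 fold changes compared with the paper's supplementary lists, all 95 had the same sign and 15 differed by more than the larger error. In SeMC+LPS/LPS they were COCH (0.62 against the paper's 0.70), MYB (-0.25 against the paper's -0.19), NFKB1 (-0.36 against the paper's -0.29), NOS2 (-0.79 against the paper's -0.73) and SPI1 (-0.32 against the paper's -0.25). In SeMC+LPS/SeMC they were CEBPB (0.60 against the paper's 0.46), COCH (-0.48 against the paper's -0.65), IRF8 (-0.57 against the paper's -0.67) and MYB (0.35 against the paper's 0.23). In LPS/CTR they were CEBPB (1.06 against the paper's 0.91), COCH (-0.92 against the paper's -1.07), LYZ (3.00 against the paper's 2.84), MPEG1 (-1.46 against the paper's -1.59), NFKB1 (0.82 against the paper's 0.73) and SPI1 (0.75 against the paper's 0.64). Among the alternatives set before the data were examined, limma on quantile-normalized values brought all 15 within the error, and no other of them did, leaving aside the fits without single replicates, which were not set against the paper's values for single genes.

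The paper's section on transcription factors lists NFKB2 among the factors with decreased expression in SeMC+LPS/LPS, whereas its log2 fold change was 1.65 here and the paper elsewhere gives an increase. NKX6-2, listed in the same place as decreased, had a log2 fold change of -0.17 that was not significant. CEBPG, listed as increased in SeMC+LPS/LPS and decreased in SeMC+LPS/SeMC, had these signs, with adjusted p-values of 0.0537 and 0.0541 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its adjusted p was under the threshold in both comparisons with the replicate block, in SeMC+LPS/LPS also with RLE size factors and with limma-voom, and in SeMC+LPS/SeMC also without SeMC replicate 3. BTN3A3L2 and C1QTNF9B, which the paper places among the most significant transcripts of SeMC+LPS/LPS, had at most 4 counts in these libraries and were below the filter on low counts. Limma on quantile-normalized values, without the filter, called both, and the edgeR test without the filter called neither. The paper names CHGA and CEBPB among the differentially expressed genes of the same comparison, and neither was called here, with log2 fold changes of -0.73 and -0.37. CHGA was called with limma on quantile-normalized values, with a log2 fold change of -0.90, and CEBPB was called at a fold change above 1.2. JCHAIN and EXFABP, which the paper also names there, were below the filter on low counts. Limma on quantile-normalized values called both, the edgeR test without the filter called neither, and all 12 libraries in one fit did not call JCHAIN.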

Other observations

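The test of the equality in nearly every gene, the comparison with other sets of libraries, the count of odd sums and the shift given by the 10 highest genes were chosen after the result was seen. The other tests were set before their results were seen.

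The SeMC+LPS count equalled the mean of the LPS and SeMC counts of the same replicate number, rounded down, in 16160 of 16161 genes, and NFKB2 was the exception. A candidate explanation is that the deposited SeMC+LPS counts other than those of NFKB2 were calculated from the LPS and SeMC counts. A coincidence of levels goes against the other 657 sets of 3 libraries, in which the equality held in at most 2.08% of genes. Sequencing of a physical pool of LPS and SeMC samples goes against simulation, since counts drawn with Poisson error around the means satisfied the equality in 0 of 10124 genes with at least 50 counts in each library, where the deposited counts satisfied it in 10123. Cells whose expression lies midway would meet the same sampling error. LPS or SeMC counts calculated from the SeMC+LPS counts go against the odd sums, which made up 49.5% of genes, because such a calculation would leave even sums. A relation present only in the deposited table goes against the paper's supplementary lists. In the 1344 genes present in both lists other than NFKB2, the SeMC+LPS level lay a median of 0.045 on the log2 scale from the mean of LPS and SeMC, against 0.44 from LPS and 0.52 from SeMC. The 99th percentile of this distance was 0.34 and the largest 0.57, so the relation is looser in the lists than in the counts, and NFKB2 lay 0.89 from the mean. How the counts came about was not tested beyond this, and an error in preparing the table is one possibility among others. For every gene but NFKB2, the directions in SeMC+LPS/LPS and SeMC+LPS/SeMC, the interaction and the slope of the LPS response follow from the other libraries. They hold no separate measurement of cells given both. SeMC+LPS/CTR sets the same means against Control and holds no such measurement either. For NFKB2, it cannot be told from the counts whether the SeMC+LPS values are a separate measurement.

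Other groupings of the libraries were counted for each comparison. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes in SeMC/CTR, SeMC+LPS/LPS, SeMC+LPS/SeMC, LPS/CTR and SeMC+LPS/CTR. Over all 10 splits, the others of which leave same-numbered pairs together, it was also 1. In each of the 5 comparisons the other 9 splits gave 0 genes. At an unadjusted p under 0.05 those splits gave 109 to 260 genes in SeMC/CTR and 1 to 869 over the 5 comparisons. The real split gave 6386 in SeMC/CTR, 4614 in SeMC+LPS/LPS, 5034 in SeMC+LPS/SeMC, 5660 in LPS/CTR and 5822 in SeMC+LPS/CTR. With 10 splits the share cannot be under 0.1. For the number of gene sets past the threshold in SeMC/CTR it was 1 of 4 splits and 3 of 10. In SeMC/CTR, library depth, a few highly counted genes and gene length were weighed against an effect of SeMC, and in LPS/CTR they were not. After thinning the 6 libraries to the smallest total 1711 genes were called, against 1850. After leaving out 15 genes with the highest counts 1848 were called, a number that could hardly have moved because TMM trims such genes. The 10 highest genes held 5.15% to 5.92% of the counts in SeMC and 6.95% to 7.67% in Control, and this difference shifts all other genes by 0.027 on the log2 scale. The share of higher genes among those called was 57.8% in the longest and 61.2% in the shortest of 3 groups of genes by genomic span, a difference of -3.44 percentage points. Depth and this shift do not account for the SeMC/CTR genes. For gene length, only the share of higher genes was compared, and by genomic span rather than transcript length, so gene length remains open. An effect of SeMC remains as a hypothesis.

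Of the factors the paper measured as proteins in blood, IL1B and PTGS2 (COX2) were in the table for HD11 cells. IL1B had log2 fold changes of 5.29 in LPS/CTR and -1.15 in SeMC/CTR, both called, and PTGS2 had 3.83, called, and 0.35, not called. In SeMC+LPS/LPS they had -0.89 and -0.80, as the means of the LPS and SeMC counts give. LITAF had 0.82 in LPS/CTR and -0.36 in SeMC+LPS/LPS. TXN2, whose protein the paper measured, had 82.2 ± 8.98 CPM (SD, n = 3) in SeMC and 69.6 ± 4.23 (SD, n = 3) in Control. Its log2 fold change was 0.26 in SeMC/CTR and 0.25 in LPS/CTR, with adjusted p-values of 0.018 and 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and neither reached a fold change of 1.5.

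Of the 24 gene set tests 11 passed the threshold. These include the NF-kB inflammatory, DNA replication and interferon-stimulated genes in both SeMC+LPS/LPS and SeMC+LPS/SeMC, with opposite directions. Such pairs are not separate results, because the SeMC+LPS counts are means of the LPS and SeMC counts. In LPS/CTR the NF-kB inflammatory genes had a median log2 fold change of 1.62, with 19 of 21 genes higher, and the interferon-stimulated genes a median of -0.46, with 2 of 17 higher. In SeMC/CTR the interferon-stimulated genes had a median of -0.27, with 6 of 17 higher and an FDR of 0.0062, and the NF-kB inflammatory genes an FDR of 0.612. For selenoprotein genes 17 of 26 listed genes were tested in SeMC/CTR, for NRF2 target genes 11 of 16, for ATF4 target genes 12 of 17 and for NF-kB inflammatory genes 20 of 26, all under 80% of the list. The SeMC/CTR results for these sets are therefore void as a statement about the whole list. The same holds in the other comparisons tested, except for the NF-kB inflammatory genes, of which 21 of 26 were tested there. With the correlation between genes estimated from the data, 3 of the 24 tests passed.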
